A study of Homo sapiens with 9 samples.

How the data were processed

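The series compared adaptor-flanked oligo(dT) reverse-transcription primers in a ligation-based library protocol named CLT-seq, on total RNA of human cell lines grown in culture. HEK293T is a transformed human embryonic kidney line and A549 is a human lung carcinoma line. Unanchored primers end in a plain run of T (12 in T12, 18 in T18, 30 in T30). Anchored primers carry the same 18 T followed by 1 base that is not T (T18V), by that base and 1 arbitrary base (T18VN), or by that base and 2 arbitrary bases (T18VNN). The protocol text in the labels gives 400 ng of total RNA for the assay in one place and 500 ng for reverse transcription in another. The series has 9 libraries. Of these, 7 had gene counts (1 each for HEK293T with the 6 primers and 1 for A549 with T12), and the other 2 (HEK293T T12 replicate 2 and A549 T12 replicate 1) had only poly(T) lengths. Groups were taken from the sample titles.

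Read counts per RefSeq transcript were deposited by the authors in tables whose headers have the layout of RSeQC's FPKM_count output. Reads were trimmed with cutadapt, as the names of the deposited files record; the aligner, its settings, the annotation release and the handling of reads with several matches are not stated in the labels or headers. A read is counted for each transcript it overlaps, so isoforms and overlapping genes repeat reads, and the deposited counts do not state a use of strand. The same deposited tables hold FPM, a signal that scales the count to a library total, and FPKM, which further divides by transcript size; both follow from the deposited count, and neither was tested. The library total was recovered as the count divided by the FPM, which gave 1 constant per library. Gene body coverage, deposited by the authors as 1 value for each of 100 percentiles of the transcript body from 5′ to 3′, has the layout of RSeQC's coverage output, and the set of transcripts behind it is not stated. Poly(T) lengths were deposited as a single column of 134 whole-number counts without a header.

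The genome build is not named in the headers. The sequence names in the count tables include haplotype sequences named as in hg19 (750 transcript entries on 3 such names), and 580 of 26388 genes started within 100 bp of their GRCh38 start, so coordinates are given as the deposited files have them and read as hg19. The GRCh38 reference in hand (GENCODE release 29 transcripts and the RefSeq gene table) was used for gene symbols, gene classes and transcript sequence only. Of 61177 transcript entries, 60133 (98.3%) matched a gene symbol and 1044 were left out. One transcript was kept per gene, the one with most reads summed over the libraries, which gave 26625 genes. Of these, 8239 overlapped another gene on either strand, and 288 were present on more than 1 sequence name. No entry lay on the mitochondrial chromosome.

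Library depth was 7491993 to 25578543 reads by the recovered library total, and 1498224 to 5200702 reads were on genes. CPM values (read counts scaled to a common total) were computed from the reads on genes. A level of 3 reads was the detection floor, which was 0.577 CPM in the deepest HEK293T library and 2.00 CPM in the A549 library. Confidence intervals of single-library shares are 95% Wilson intervals. They and the floors cover counting error only, since reads without molecular identifiers are not independent molecules.

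The 3 anchored and 3 unanchored HEK293T libraries were compared with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM normalisation, the quasi-likelihood F-test without covariates, and Benjamini-Hochberg (BH) adjustment at 0.05. Each primer had 1 library, so primers stand in for replicates and the spread is between primers, not between cultures. The standard error of a log2 fold change was taken as its size divided by the square root of F. Library-level measures were compared by two-sided exact permutation tests, for which 3 against 3 cannot go below p = 0.1. Genes detected were the expected number with at least 5 reads after drawing 2215977 gene reads from each library. Noncoding genes were the 6762 genes of the noncoding RefSeq classes, ribosomal RNA included and pseudogenes not, and histone genes were 70 replication-dependent histone genes by symbol. For A549 against HEK293T, with 1 library each, genes with at least 20 reads in the higher library were counted at a 2-fold threshold on log2(CPM + 1). Gene lists written beforehand were set against 10000 random lists matched on mean expression. The poly(T) counts were treated as the number of reads with at least a given run length.

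Genes named for the anchored contrast were the 5 largest and 5 smallest log2 fold changes among genes with an adjusted p under 0.05 whose 3 libraries of one class all lay above the 3 of the other; 1 gene that this rule picks is not reported here. Genes named for the cell lines were the 5 highest and 5 lowest log2 ratios among genes with at least 50 reads in the higher library and an A549 CPM outside the range of the 6 HEK293T libraries. The share of reads on genes was added as a measure after the data were seen, as were the alternatives with 1 entry per overlapping locus and without ribosomal RNA or ZNF557, and the sum of HLA-C over its sequence names. Other alternatives were size factors, DESeq2 1.42.0, filters, pseudocounts, the longest transcript, dT length as a covariate, coverage windows, poly(T) ranges and leaving out each library.

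The edgeR step was tested on counts simulated for 10887 genes at the real means and depths with 200 genes changed 8-fold. It called 81.3% of the 182 changed genes that passed the filter, all with the right sign, with 7 unchanged genes among 155 calls; with no gene changed it called 0. The matched-list procedure was tested on 100 unshifted simulated lists of which 92.0% fell inside the central 95% of random lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The T18VN coverage table holds 12 profiles under run names that do not match the sample titles, so it was not used here and the planned coverage comparison of 3 against 3 became 3 against 2.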

Results

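Gene counts were analysed for 7 libraries: 6 from HEK293T cells, each made with a different oligo(dT) primer, and 1 from A549 cells made with the T12 primer. Library totals in HEK293T were 18918138 reads for T12, 25578543 for T18, 18972506 for T30, 7491993 for T18V, 15955229 for T18VN and 12963360 for T18VNN. The A549 T12 library held 11127940 reads. Reads on genes ran from 1498224 in A549 to 5200702 in HEK293T T18. No primer had a second library with gene counts, so there was no biological replicate for any of them, and the spread given for a primer class is the SD over its 3 primers. The labels give no sequencing batch or date, so a batch difference between the classes could not be separated from the anchor.

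The first comparison asked how primers with and without anchor bases differ. The share of the library total that fell on genes was 17.3% (95% Wilson interval 17.25 to 17.28) with T12, 20.3% with T18 and 11.7% with T30. It was 37.5% with T18V (95% Wilson interval 37.48 to 37.55), 28.1% with T18VN and 27.7% with T18VNN. The mean share was 16.4% ± 4.39 (SD, n = 3) without an anchor and 31.1% ± 5.55 (SD, n = 3) with one, a difference of 14.7 percentage points. Every anchored library lay above every unanchored one, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 allows, with a BH-adjusted value of 0.25 over the 5 library-level measures. The alternative that moved this difference most was leaving out T18V, which gave 11.5 percentage points. The library totals of all 3 anchored libraries were below those of all 3 unanchored ones, so depth and primer class could not be separated within HEK293T. The A549 T12 library had 13.5% of its total on genes.

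**Figure D1:**
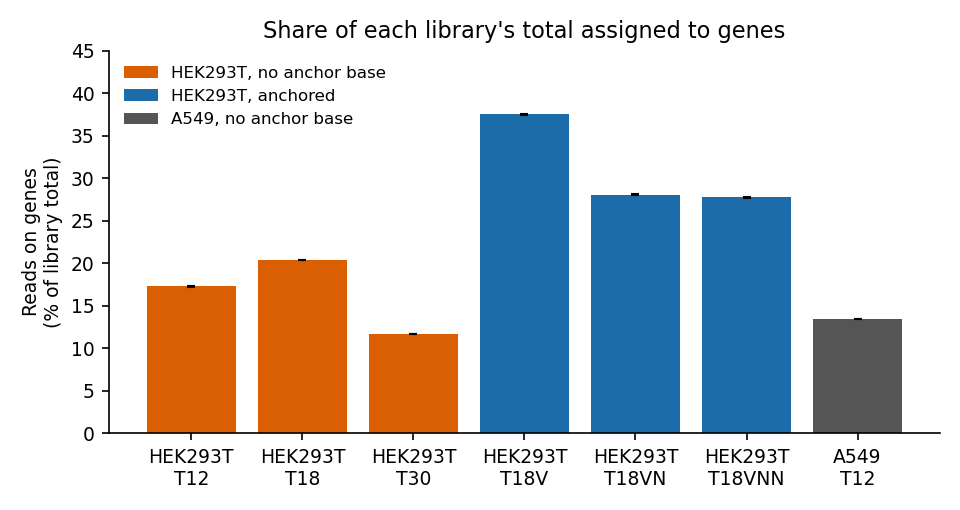
Bars show the percentage of each library's total that fell on genes, for the 6 HEK293T libraries and the A549 library, with 95% Wilson intervals as error bars, which are narrower than the bar outlines. The 3 anchored libraries lie between 27.7% and 37.5%, and the 3 unanchored HEK293T libraries between 11.7% and 20.3%.

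At an equal depth of 2215977 gene reads, 10924 ± 255 genes (SD, n = 3) had at least 5 reads with unanchored primers and 11395 ± 136 genes (SD, n = 3) with anchored primers. The difference of 471 genes had an exact permutation p of 0.1 (BH-adjusted 0.25, 5 measures), again the smallest possible. Leaving out T18 moved it most, to 616 genes. With reads as deposited, without equalising depth, the difference was 558 genes and the exact permutation p was 0.4.

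Noncoding genes took 3.01% ± 0.163 (SD, n = 3) of gene reads without an anchor and 3.06% ± 0.515 (SD, n = 3) with one. The difference of 0.0454 percentage points was smaller than the spread between primers (exact permutation p = 1, BH-adjusted 1), and it changed sign when T18VNN was left out (-0.221 percentage points). In the single libraries the share ran from 2.57% in T18V (95% Wilson interval 2.55 to 2.58) to 3.59% in T18VNN (3.57 to 3.61), both anchored. T18VN lay between them at 3.02%, so the share rose with anchor length among the anchored libraries. With 1 library per anchor length this order was not tested. Replication-dependent histone mRNAs mostly end without a poly(A) tail, and their reads were compared as a measure of priming elsewhere. They took 0.0483% ± 0.0515 (SD, n = 3) of gene reads without an anchor and 0.0518% ± 0.00443 (SD, n = 3) with one (exact permutation p = 1, BH-adjusted 1). The unanchored libraries spanned 0.00903% in T12 (295 reads) to 0.107% in T18 (5544 reads), a range that held all 3 anchored values. This rested on T18, since T12 and T30 (0.0292%) lay below all 3 anchored libraries (0.0467% to 0.0546%). Without T18 the difference was 0.0327 percentage points (exact permutation p = 0.1, the smallest possible), and without T12 it was -0.0161.

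Gene body coverage was used for 5 HEK293T libraries. The last 20 percentiles of the transcript body held 64.7% of the coverage with T12, 59.2% with T18, 61.98% with T30, 61.94% with T18V and 39.9% with T18VNN. The mean was 61.98% ± 2.75 (SD, n = 3) without an anchor and 50.9% ± 15.6 (SD, n = 2) with one, and the difference of -11.0 percentage points was within the spread of the anchored pair (exact permutation p = 0.2, smallest possible 0.1, BH-adjusted 0.333). It rested on T18VNN: without that library the difference was -0.0419 percentage points. Expressed as the ratio of the last 20 to the middle 20 percentiles, the difference changed sign to 1.22. In T18VNN the first 20 percentiles held 33.7% of the coverage, against 2.61% to 3.16% in the other 4 libraries.

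**Figure D2:**
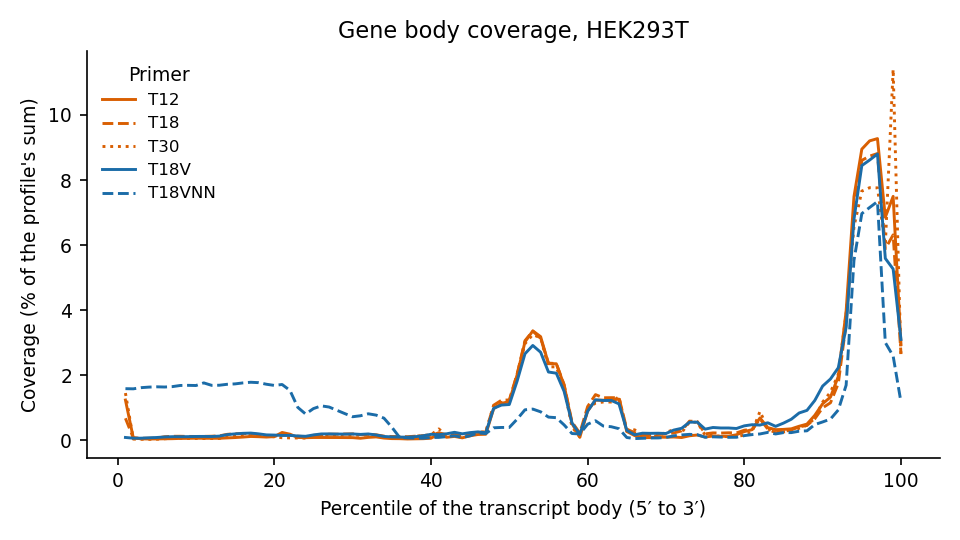
Lines show gene body coverage by percentile of the transcript body, as a percentage of each profile's sum, for 5 HEK293T libraries; orange lines are unanchored primers and blue lines anchored ones. All 5 rise in the last 20 percentiles, and T18VNN alone holds 33.7% of its coverage in the first 20.

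Gene by gene, 10887 genes were tested between the 3 anchored and 3 unanchored HEK293T libraries. With edgeR's quasi-likelihood test and BH adjustment, 147 genes had an adjusted p under 0.05, 85 of them higher and 62 lower with anchored primers; 1694 genes had an unadjusted p under 0.05. The biological coefficient of variation, here between primers, was 0.484. In 145 of the 147 genes the 3 libraries of one class all lay above the 3 of the other. Among all tested genes 2574 (23.6%) were separated in this way, where chance gives 10%. The spans of 44 of the 147 genes overlap another gene, so their reads could be shared with it. The count moved most under DESeq2, which called 581 genes, 282 higher and 299 lower.

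Among the genes lower with anchored primers, LOC101927284, a long noncoding RNA on chromosome 13 (95413195 to 95587664, plus strand, hg19), had 646 ± 669 CPM (SD, n = 3) without an anchor and 2.22 ± 1.28 CPM (SD, n = 3) with one. Its log2 fold change was -8.34 (SE 0.90, adjusted p = 0.00168, edgeR's quasi-likelihood test with BH adjustment). LPAR4, a protein-coding gene on chromosome X (78003206 to 78012588, plus strand), had 667 ± 798 CPM (SD, n = 3) and 3.27 ± 2.03 CPM (SD, n = 3), a log2 fold change of -7.85 (SE 1.005, adjusted p = 0.00435 in the same edgeR test). KIAA0825, on chromosome 5 (93486556 to 93954309, minus strand), had 96.8 ± 99.04 CPM (SD, n = 3) and 0.761 ± 0.704 CPM (SD, n = 3), with a log2 fold change of -7.03 (SE 0.96, adjusted p = 0.00586, edgeR). ZBTB20, on chromosome 3 (114033347 to 114790261, minus strand), had 1010 ± 875 CPM (SD, n = 3) and 11.2 ± 5.52 CPM (SD, n = 3), with a log2 fold change of -6.67 (SE 0.72, adjusted p = 0.00168, edgeR). It shares its locus with other genes (6 in all), so its reads are uncertain. LOC101927284, LPAR4, ZBTB20 and KIAA0825 each had their highest CPM in T30.

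Among the genes higher with anchored primers, PGRMC2 on chromosome 4 (129190392 to 129209984, minus strand, hg19) had 24.4 ± 9.79 CPM (SD, n = 3) without an anchor and 599 ± 320 CPM (SD, n = 3) with one, a log2 fold change of 4.45 (SE 0.49, adjusted p = 0.00168, edgeR's quasi-likelihood test with BH adjustment). CLTCL1 on chromosome 22 (19166986 to 19279239, minus strand) had 3.24 ± 1.98 and 63.5 ± 6.12 CPM (SD, n = 3 each), a log2 fold change of 4.19 (SE 0.52, adjusted p = 0.00384, edgeR). ENPP1 on chromosome 6 (132129156 to 132216295, plus strand) had 23.4 ± 17.8 and 519 ± 400 CPM (SD, n = 3 each), a log2 fold change of 4.27 (SE 0.75, adjusted p = 0.0216, edgeR). KRT8P41, a transcribed pseudogene on chromosome 11 (9115910 to 9117737, plus strand), had 6.26 ± 4.72 and 408 ± 493 CPM (SD, n = 3 each), a log2 fold change of 5.80 (SE 1.19, adjusted p = 0.0411, edgeR). It ranged from 16.4 CPM in T18V to 961 CPM in T18VN, and its reads are uncertain because keratin copies resemble one another. FAM222A-AS1 on chromosome 12 (110172014 to 110211292, minus strand) had 1, 3 and 1 reads in T12, T18 and T30 and 13.5 ± 7.68 CPM (SD, n = 3) with anchored primers. Against the floor of 3 reads it was at least 14.2-fold higher (adjusted p = 0.0351, edgeR), and it overlaps another gene. KRT8P41, ENPP1 and FAM222A-AS1 lost the 0.05 threshold in 6, 5 and 5 of the alternatives run for them, and the other 6 named genes did so in none.

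**Figure D3:**
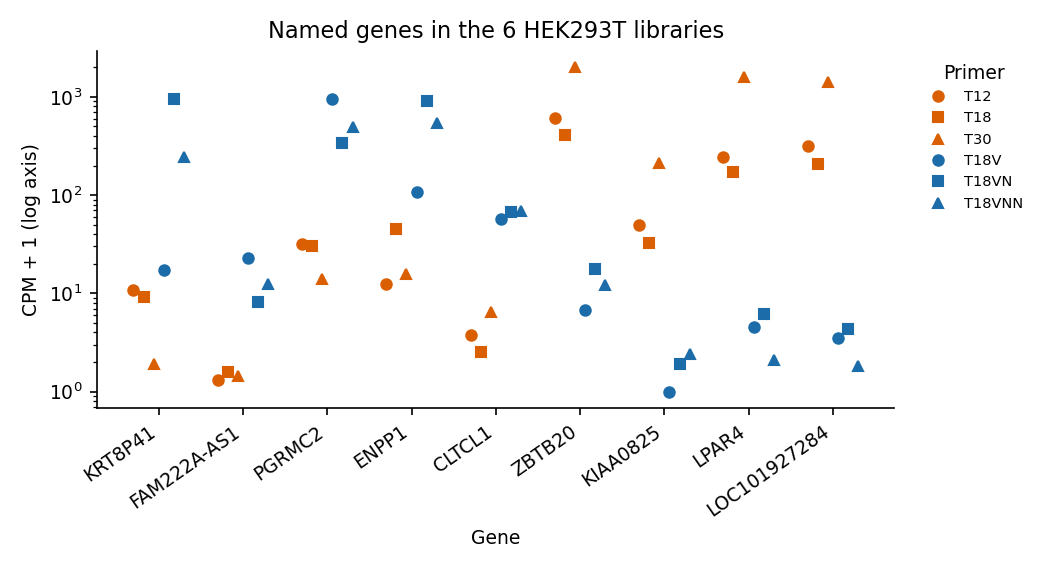
Points show CPM + 1 on a log axis for the 9 named genes in the 6 HEK293T libraries, orange for unanchored and blue for anchored primers, with 1 symbol per primer. The 5 genes on the left are higher and the 4 on the right lower in all 3 anchored libraries, as in PGRMC2 (24.4 against 599 CPM on average).

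Agreement between pairs of HEK293T libraries was summarised by Pearson correlation of log2(CPM + 1) across genes with at least 20 reads in the higher library. Genes are not independent replicates. The correlation ran from 0.870 to 0.878 in the 3 pairs of anchored libraries and from 0.788 to 0.866 in the 3 pairs of unanchored libraries. In the 9 pairs across the classes it ran from 0.756 to 0.855. T18, which shares its dT length with the anchored primers, had 0.835 to 0.855 with them, against 0.853 with T12 and 0.866 with T30. In the cross-class pairs of T12 and T30, anchor and dT length are not separated. At least 2-fold differences affected 23.6% to 28.6% of these genes within the anchored class, 27.7% to 36.9% within the unanchored class and 31.4% to 41.99% across the classes.

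The next comparison asked how A549 and HEK293T cells differ with the same T12 primer. It has no replicate check, since 1 library per cell line had gene counts. Of 10145 genes with at least 20 reads in the higher library, 6104 (60.2%) differed at least 2-fold, 3146 higher and 2958 lower in A549. The other 5 HEK293T libraries, compared with the HEK293T T12 library in the same way, differed in 29.1% to 40.01% of genes. The Pearson correlation across genes that passed the same read minimum was 0.425 for A549 against HEK293T. It was 0.780 to 0.853 for the other HEK293T primers against T12. Requiring an A549 value outside the range of all 6 HEK293T libraries left 4926 genes, 2683 higher and 2243 lower. With TMM scaling the median log2 ratio moved from 0.02 to -0.20, and 2771 genes were higher and 3360 lower.

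TGFBI on chromosome 5 (135364584 to 135399507, plus strand, hg19) had 8046 reads in A549 and 0 in HEK293T T12, at least 5846-fold higher against the floor of 3 reads. ALDH1A1 on chromosome 9 (75515578 to 75568233, minus strand) had 6115 and 0 reads, at least 4443-fold higher. PAPPA on chromosome 9 (118916071 to 119164600, plus strand) had 4043 and 0 reads, at least 2938-fold higher, and PAPPA-AS1, with 3698 and 0 reads, lies inside it on the opposite strand, so its reads cannot be assigned to either gene. AKR1B10 on chromosome 7 (134212344 to 134226166, plus strand) had 2354 and 0 reads, at least 1710-fold higher. In the other direction XIST on chromosome X (73040486 to 73072588, minus strand) had 0 reads in A549 and 5585 in HEK293T T12, at least 854-fold lower. TSIX, with 1 and 3575 reads, overlaps XIST on the opposite strand and is uncertain for that reason. NEFM on chromosome 8 (24771274 to 24776606, plus strand) had 0 and 4502 reads, at least 688-fold lower, and AMOT on chromosome X (112018105 to 112084043, minus strand) had 2 and 9477 reads, at least 1449-fold lower. AMOT shares its locus with another gene and is uncertain to that extent. HLA-C (chromosome 6, 31236526 to 31239913, minus strand) had 0 and 1586 reads on the entry kept for it, but its locus is listed on 7 sequence names. Added over these, HLA-C had 2449 reads (1635 CPM) in A549 and 1643 reads (503 CPM) in HEK293T T12, so the entry kept is uncertain and its direction was not that of the sum.

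All 16 genes of a list of A549 markers written beforehand were at least 2-fold higher in A549. Their median log2 ratio of 8.72 lay at percentile 100 of 10000 random lists matched on mean expression, whose central 95% ran from -1.14 to 1.06. Of 13 genes on the HEK293T marker list with reads, 7 were at least 2-fold lower and 5 at least 2-fold higher in A549, with a median of -1.50 at percentile 0.415. The 14 noncoding genes on the noncoding list had a median of 0.47 at percentile 76.3, and 6 reference mRNAs had a median of 0.81 at percentile 84.7, both inside the range of matched lists. Of the 6 reference mRNAs, 2 were at least 2-fold higher and 2 at least 2-fold lower in A549, so their median covers changes in both directions. All 6 had an A549 value outside the range of the 6 HEK293T libraries. On the noncoding list 5 genes were at least 2-fold higher and 2 at least 2-fold lower in A549, without a read minimum. Among the 5, RPPH1 rested on 4 reads in A549 and 0 in HEK293T T12. RN7SK, at 27.4 CPM in A549, lay inside the range of the 6 HEK293T libraries (7.11 to 404 CPM). MALAT1 had 5689 CPM in A549 and 158 CPM in HEK293T T12, 36.1-fold higher, against 141 to 931 CPM over the 6 HEK293T libraries. NEAT1 had 2390 and 91.3 CPM, 26.2-fold higher, against 91.3 to 223 CPM. SNHG1 had 46.1 and 299 CPM, 6.49-fold lower, against 199.6 to 313 CPM, and SNHG8 had 86.1 and 203 CPM, 2.36-fold lower, against 132 to 306 CPM. MALAT1, NEAT1, SNHG1 and SNHG8 each share a locus with other genes, so their reads are uncertain. These percentiles describe the 2 libraries and not the cell lines in general.

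The last comparison asked whether the length of the poly(T) stretch in reads differs between the cell lines. Whether this stretch measures the poly(A) tail was not tested. The first line held 673778 reads in HEK293T T12 replicate 2 and 6446939 reads in A549 T12 replicate 1, which is 9.57 times as many. No line in either list rose over the line before it. The run length of a line is not stated; taking line 1 as 10 T makes the last non-zero line 142 T, which with 8 adaptor bases gives a 150-nt read. This is an inference, and the results are therefore given by line. The mean read extended 4.65 lines beyond line 1 in HEK293T and 4.31 lines in A549, a difference of -0.345 lines, while the median was 3 lines in both. A chi-square test of the reads by line (15673 with 92 degrees of freedom) gave a p-value too small for double precision; it compares those libraries, not the cell lines. From line 3 on, the share of A549 reads lay below that of HEK293T, in 131 of 133 lines. At line 4 the shares were 58.4% in A549 (95% Wilson interval 58.35 to 58.43) and 59.4% in HEK293T (59.25 to 59.49). At line 41 they were 0.0487% (0.0470 to 0.0504) and 0.378% (0.364 to 0.393), 7.77 times as high in HEK293T. Restricting the lists to inferred lengths of at least 18 T moved the difference in means most, to -1.29 lines.

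**Figure D4:**
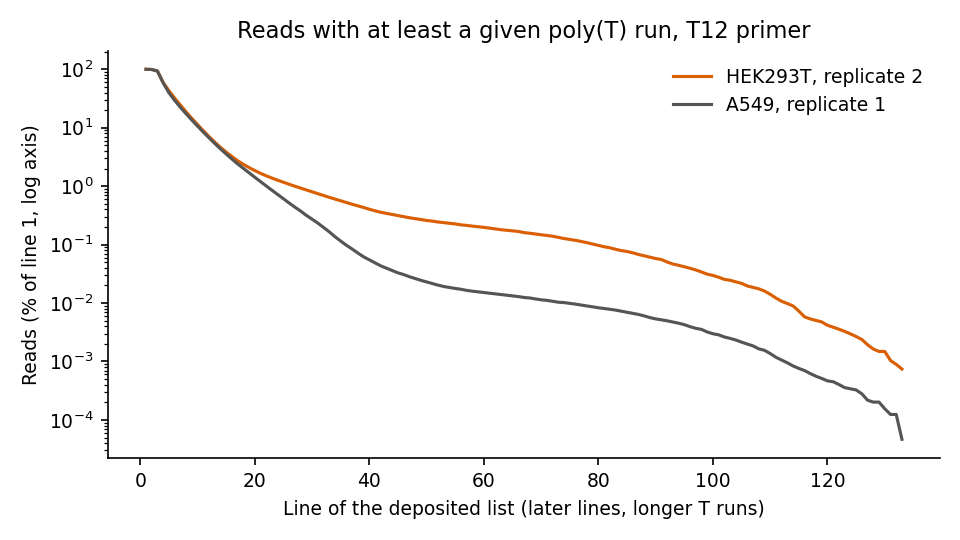
Lines show the reads that reach each line of the deposited poly(T) lists, as a percentage of line 1 on a log axis, for HEK293T replicate 2 and A549 replicate 1, both with the T12 primer. The lists nearly coincide at line 4 (59.4% and 58.4%) and part at line 41 (0.378% and 0.0487%).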

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

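The tests of the 5′ coverage in T18VNN were chosen only after the result was seen, and those of ZNF557 after its values were seen. The other tests below were chosen before their results were seen. Of 26 values compared over the HEK293T libraries, 4 had a single library far from the rest, where chance would give about 1.3.

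The 10 genes with most reads took 15.9% of gene reads in the T18 library and 9.09% to 11.5% in the other 5 HEK293T libraries. A single gene accounts for this gap: ZNF557, on chromosome 19 (7069471 to 7087979, hg19), had 374452 reads in T18, or 7.20% of its gene reads, and 105 to 284 reads in each other HEK293T library. With ZNF557 left out the T18 share was 9.94%. ZNF557 was singled out after its values were seen. A candidate explanation is that these reads come from a short part of the gene, such as an amplified fragment. The transcript with fewest reads held 100% of the reads of the transcript with most, and all 3 transcripts share the same span, so this could not separate a local pile-up from expression. The pattern cannot be told apart from an artefact of that 1 library, and no biological explanation was tested.

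In the T18VNN library the last 20 percentiles of the transcript body held 39.943% of the coverage (59.2% to 64.7% in the other 4 libraries), and the first 20 held 33.748% (2.61% to 3.16% in the others). Both values describe the same profile and are not independent. The coverage in the first 20 percentiles of T18VNN was at least 5752 at each percentile, against at most 2767 in the other libraries. One explanation is a gene with reads in that library alone. The largest excess of any gene in T18VNN over its highest CPM in the other 4 libraries with coverage was 4665 reads (ACTG1). With 1 transcript per gene, the coverage at a percentile cannot exceed the reads of the gene, and 4665 against 5752 would go against a single gene. The transcripts behind the profile are not stated, and a gene with several would have its reads repeated, so the comparison does not decide. The 2 genes with the largest excess reached 9083.5 reads together. Added reads on a few genes were neither shown nor excluded. A shift of reads within genes, and the set of transcripts behind the profile, which is not stated, may also contribute and were not tested. No biological explanation was tested.

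RN7SK, a short noncoding RNA on chromosome 6 (52860418 to 52860749, hg19), had 404 CPM in T18VNN and 7.11 to 17.2 CPM in the other 5 HEK293T libraries. Small noncoding RNAs as a class were also at their highest there, with 10558 CPM against 7144 CPM in T18VN, the next library, and 10154 against 7127 CPM without RN7SK. One technical explanation is reads of host or neighbouring genes. RN7SK overlaps no other gene in the tables, which goes against this for RN7SK itself. For the class, among the 221 small noncoding genes that overlap no other gene, T18VNN was still 1.46 times the next library. With 1 library per primer, a difference between RNA preparations or libraries was not tested, and the pattern cannot be told apart from one.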

How the results depend on the processing

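The groups, the tests of the other comparisons in the report, the gene lists and most alternatives were fixed before the data were examined. The share of reads on genes, its test and all its alternatives were chosen after seeing the data. So were the alternatives with 1 entry per overlapping locus, those without ribosomal RNA or without ZNF557, and the sum of HLA-C over its sequence names.

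The higher share of reads on genes with anchored primers kept its direction in all alternatives run, from 11.5 percentage points without T18V to 16.6 without T18. Genes detected kept theirs, from 379 without T30 to 616 without T18. No exact test here can pass 0.05, so these settings show direction only.

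The difference in 3′ coverage reversed to 1.22 when taken as a ratio to the middle percentiles. T18VNN, with 8.37% of its coverage in the middle 20 percentiles against 22.1% to 24.8% in the others, had a ratio of 4.77, and T18V, at 2.80, also lay above the unanchored libraries (2.38 to 2.72). As the share of the last 10 percentiles the difference was -11.4 percentage points, with T18V (54.2%) and T18VNN (37.0%) both below the unanchored libraries (54.5% to 59.5%). The difference in noncoding share reversed to -0.0444 percentage points without the 10 genes with most reads, and ran from -0.221 to 0.293 across the 6 fits that each left out one library. The difference in histone share ran from -0.0161 (without T12) to 0.0327 (without T18) across such fits. Leaving out ZNF557 alone, which raised the T18 noncoding share from 2.83% to 3.05%, already reversed the noncoding difference, to -0.0277 percentage points. The cause of the changes when single libraries were left out was not tested.

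The 147 genes of the anchored contrast became 581 with DESeq2 (282 higher, 299 lower) and 553 with no filter (282 higher, 271 lower), and each of these sets held all 147. Across the 6 fits that each left out one library the count ran from 46 to 111, of which 43 to 80 were among the 147. The balance turned to more lower than higher genes without T12 (41 higher, 66 lower), T18 (39, 46), T30 (19, 35) and T18VNN (19, 27), and not without T18V (34, 29) or T18VN (56, 55). RLE size factors gave 152 genes (140 of them shared), a mean of at least 10 reads 138, the longest transcript 136, dT length as a covariate 126, and 1 entry per overlapping locus 149. The cause of the change under DESeq2 and without a filter was not tested. For the 9 named genes of this contrast, 100 of the results under alternatives stayed past 0.05 in the same direction and 16 fell short of it, all in KRT8P41, ENPP1 and FAM222A-AS1. Adjusted p-values over the alternatives in the edgeR and DESeq2 fits ran up to 0.131 for KRT8P41, 0.0903 for ENPP1 and 0.173 for FAM222A-AS1.

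The A549 count stayed within 1.5 times of 6104 in each alternative, from 4225 genes with at least 50 reads to 8881 with no read minimum. Under the 3 alternatives run for each of its 10 named genes, all 30 log2 ratios kept their direction. HLA-C, at -8.93 on the entry kept, reversed to 1.70 when reads were added over the 7 sequence names that list it. The poly(T) difference in means kept its direction over 3 ranges of lines, and the difference of medians was 0. Of the single-library values, 63 moved beyond their counting interval or had none and 13 did not.

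The alternatives that leave out mitochondrial genes were not run, because no entry is mitochondrial. No paired analysis was possible because HEK293T and A549 share replicate numbers 1 and 2 with T12, but gene counts were analysed for HEK293T replicate 1 and A549 replicate 2 only, and poly(T) lengths for HEK293T replicate 2 and A549 replicate 1 only. The shallowest HEK293T library on genes, T30, sets the equal depth at 2215977 reads, and the A549 library cannot show genes under 2.00 CPM.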

Other observations

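The tests of library depth, of GC content and length in the genes higher with anchored primers, of the A549 label and of the poly(T) list were chosen only after the result was seen.

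Of the 10 ways to split the 6 HEK293T libraries into 3 and 3, only the split by anchor, 1 of 10, gave any gene with an adjusted p under 0.05 in edgeR's quasi-likelihood test with BH adjustment (147 genes). The other 9 gave 0 genes, with 234 to 466 genes at an unadjusted p under 0.05 against 1694 for the anchor. With 10 splits a share under 0.05 cannot be reached. The other 9 splits hold both classes on each side, so any class difference widens the spread within their sides and lowers their counts. The split by anchor is also the split by library total, so the counts do not set the anchor apart from depth.

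One hypothesis for the genes lower with anchored primers is that unanchored primers also start at runs of A inside transcripts, where a primer that must end on a base other than T pairs only at the edge of the run. The 60 of the 62 lower genes with a transcript sequence in GENCODE had a median longest run of 10 A, leaving out the last 30 nt of the transcript, against 7 (95% range 6 to 8) in random genes matched on expression and length. A second measure, the most A in any 20 nt, did not set them apart, with a median of 15 against 14 (95% range 13 to 15). A run of at least 15 A was present in 24 of the 60 genes (40%) and in 8.33% of all tested genes with a sequence (Fisher's exact test across genes, p = 1.83e-11), and in 0 of the 85 higher genes. LPAR4 has a run of 31 A at positions 169 to 199 of its 2611-nt transcript. The GENCODE transcript searched for ZBTB20 (3740 nt) has a run of 16 A. That for KIAA0825 (4942 nt) has none longer than 8. The entries counted for ZBTB20 and KIAA0825 are 27373 and 7241 nt, so runs elsewhere in these entries were not searched. Over all 897 tested genes with at least 15 A, not only the called ones, the median log2 fold change was -0.43, against 0.03 in matched genes. These genes were also 0.21 higher on the log2 scale in T30 than in T12 (matched genes -0.05), the pair of unanchored primers that differ most in length. Against T18 they were lower in T12 (-0.27, matched genes 0.04) and at the level of matched genes in T30 (-0.06 in both), so the runs separated T12 from the longer unanchored primers as well as the anchored primers from T18 (-0.31 to -0.33, matched genes 0.16 to 0.21). The A549 and HEK293T T12 libraries, made with the same primer, also differed in these genes, by 0.19 (higher in A549, matched genes -0.06). A shift the size of that between T30 and T12 thus does not need a primer difference, and the tests among unanchored primers do not decide. The tests of uninterrupted runs between the classes go with internal priming as part of the pattern. The test of A-rich windows is not evidence for it.

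GC content did not clearly separate the lower genes. Their median of 47.79% lay inside the matched range of 47.6% to 53.3%, but near its lower end (percentile 3.59). The lower genes had longer transcripts, with a median of 4430 nt against a matched range of 2510 to 3897 nt. Lengths and GC content are those of the GENCODE transcript, which can differ from the entry counted. Among the 32 lower genes with no run of 12 A, the median was still 4563 nt (matched range 2159 to 3795 nt), so the runs of A measured here do not account for the length difference, and length bias remains possible. The higher genes were richer in GC, with a median of 54.7% against a matched range of 47.9% to 53.01%, and shorter, with 2484 nt against 2665 to 3897 nt. Both sets thus cannot be told apart from a technical effect of transcript length, and the higher set from one of GC content. For the lower set an effect of GC content was not excluded.

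The higher share of reads on genes with anchored primers may follow library depth, since all 3 anchored libraries (7491993 to 15955229 reads) were shallower than all 3 unanchored ones (18918138 to 25578543 reads). Among the HEK293T libraries depth and class cannot be told apart. The unanchored A549 library, with 11127940 reads, had a depth inside the anchored range and a share of 13.5%, inside the unanchored range of 11.7% to 20.3%, which goes against depth alone but comes from another cell line. Within the classes the deeper library had the higher share in 3 of 6 pairs, which does not bear on the difference between the classes. Where the reads outside the entries kept fell, mitochondrial reads included, was not analysed here. Fewer primer starts outside annotated genes therefore remain a hypothesis.

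If the library labelled A549 came from HEK293T, A549 markers would lie at the level of matched lists, and if the labels of the A549 and HEK293T T12 libraries were exchanged, they would lie below it. They lay at percentile 100, so the label and the markers go the same way. The A549 library was also 0.19 higher on the log2 scale than HEK293T T12 in genes with at least 15 A (matched genes -0.06), for which no explanation was tested.

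If the poly(T) list were a histogram of single lengths, counting noise would make some lines rise. With 0 rising lines in both lists, the counts are read as reads with at least a given length. The HEK293T and A549 lists came from libraries that differ 9.57 times in reads. The largest ratio of shares, 15.9 at line 133, rests on 5 reads in HEK293T and 3 in A549.

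Genes seen almost in a single library were also found elsewhere, and these were chosen after their values were seen. GTF2F1 had 18168 reads in T30, 7.46 higher on the log2 scale than in any other HEK293T library. In T18VNN 17 genes exceeded every other HEK293T library more than 16-fold, PDE6B (294 reads) by the most, against 3 genes each in T18 and T30 and 0 in T12, T18V and T18VN.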
